A study of Mus musculus with 7 samples.

How the data were processed

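The data are gene counts from RNA sequencing of mouse pancreatic alpha cells, the islet cells that secrete glucagon. The cells carried the red fluorescent reporter tdTomato, switched on by a Cre recombinase made from the glucagon gene, and were sorted by that fluorescence. Per the labels' protocols, RNA was extracted with a Qiagen RNeasy Micro kit and libraries were made with the Takara SMARTer Stranded Total RNA-Seq Kit v2 for very low inputs, a strand-specific kit that removes ribosomal fragments from the library. The labels describe the libraries as depleted of ribosomal RNA, while another of their fields calls the molecule polyadenylated RNA, so the exact RNA fraction is not settled by them. The labels give 4 control samples, in which Nkx2-2 is intact, and 3 knockout (KO) samples, in which both copies of Nkx2-2 carry the sites that Cre recombines. The mice were of the C57BL/6J strain, per the series' design text.

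The authors deposited one table of whole-number counts per gene and library. The name of that table mentions adapter trimming with cutadapt. The aligner, the counting tool, its strand setting and the genome build are not stated in the labels or the file header. The design text states that the authors compared 3 mutant with 4 control samples in DESeq2 without batch correction. The deposited counts cover 55536 genes, and their identifiers are the same 55536 as in the GENCODE M21 annotation of the GRCm38 primary assembly. Gene symbols, positions and exon overlaps were taken from GENCODE M21 on GRCm38, which may differ from the build used by the authors. A total of 35178 genes had at least 1 count, and no table entry lacked a gene.

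All 7 count columns were used. Control columns 1 to 4 and KO columns 1 and 2 matched a sample title each. The remaining KO column carries the number 4, which no KO title has, so it was used as a KO library without a number of its own and is called the unnumbered KO library.

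Several properties of the counts bear on every value. Between 84.4% and 88.9% of all counts from 1 to 10 were even in each library. Even counts in such excess arise when both mates of a read pair are counted, so the independent depth is probably about 1 fragment per 2 counts, and intervals computed from the counts are too narrow. The libraries held no molecular identifiers in the table, so intervals and the floor of 3 counts cover counting error only. Total counts per library ran from 45483504 to 72456557. At this depth the 95% Wilson interval of the glucagon share of a library was at most 0.00994 percentage points to either side, far below the spread between libraries, so for abundant genes the number of libraries limits the precision more than their depth. Genes with few counts are limited by depth as well. In control 4, genes under exons of the opposite strand had lost their counts, as the report describes. Genes that overlap others on the opposite strand, antisense genes, pseudogenes and near-identical paralogs such as Ins1 and Ins2 are therefore uncertain.

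The comparison of KO with control was fitted with DESeq2 1.42.0 in R 4.3.3 (Wald test, median-of-ratios size factors, independent filtering and the Cook's distance filter at their defaults, no covariate), with Benjamini-Hochberg adjustment and a threshold of 0.05. This is the test that the series' design text states. Unless another tool is named, an adjusted p-value is from this fit, and log2 fold changes are KO over control with the standard error (SE) of the fit. Normalized counts are counts divided by the DESeq2 size factors, and values after ± are standard deviations (SD). The quasi-likelihood test of edgeR 4.0.16, with TMM factors and its default filter on low counts, was the first alternative and is printed beside DESeq2 because the number of calls differed by more than 1.5 times. A call is a gene with an adjusted p-value under 0.05. Genes for which DESeq2 gave no adjusted p-value were left without one.

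Before the data were examined, the following were fixed: the grouping, this test, most of the alternatives, 9 preset genes (8 islet hormone genes and Klf4, which the series title names), 16 gene lists and a list of 5 sex-linked genes that was used to describe the libraries and was not tested. The lists cover alpha, beta, delta and gamma cells, enteroendocrine genes, pan-endocrine transcription factors, hormone processing and granules, acinar, duct, endothelial, leukocyte, mesenchymal and Schwann cells, immediate early genes, the unfolded protein response and proliferation. Of the 147 listed genes, 146 were found in the table under the symbol used, and Ero1b was not analysed here. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, two-sided, on the edgeR fit, with Benjamini-Hochberg adjustment over 16 lists, and with fry and with an estimated correlation beside it. The genes named were also set by rule: Nkx2-2, the preset genes, listed genes past the threshold, and the 5 largest changes in each direction among calls with a mean normalized count of at least 50 and no overlap between the KO and the control libraries. Some genes of these sets entered every fit, count and list test but are not reported here by name. Any other gene named was chosen after its values were seen.

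Separation of the groups was measured as the mean distance between libraries of different groups minus that within groups, over log2 (normalized count + 1) of the 500 most variable genes, with a one-sided exact permutation test over the 35 splits of 7 libraries into 4 and 3. Other splits of the libraries were also put through DESeq2 and edgeR. The alternatives set in advance were edgeR, TMM factors or library totals as scaling in DESeq2, a filter of at least 10 counts in at least 3 libraries, independent filtering off, the Cook's filter off, the replicate number as a block, the acinar list as a covariate, a minimum absolute log2 fold change of 1, fry, an estimated list correlation, other distances, and leaving out each library in turn. Alternatives added after the data were seen were the removal of genes with exon overlap on the opposite strand, halved counts, a batch term for the 2 deepest libraries, the 5 other libraries alone, a Y-linked covariate, edgeR without control 4, and a block by the numbers in the column names.

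The test code was checked on simulated counts with the means and library sizes of the real libraries, with 200 changed genes in each of 3 simulations per setting, over 19645 genes for DESeq2 and at least 18736 for edgeR. With the gene-wise dispersions of the real libraries, DESeq2 found 62.8% of the changed genes and 31.3% of its calls were false. With trended dispersions these values were 61.5% and 22.5%. For edgeR they were 50.3% and 6.5%, and 55.5% and 4.0%. No changed gene was found with the wrong sign. In these simulations DESeq2 therefore exceeded its nominal share of false calls and edgeR stayed near it. Among 16 simulated lists of 10 genes, camera called the 1 shifted list and 0 unshifted lists, and fry called the shifted list and 1 unshifted list. The simulated genes were drawn independently, so this check cannot show false calls for lists whose genes vary together. Figures were drawn with matplotlib 3.10.9.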

Results

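Sorted alpha cells from mice with and without a deletable Nkx2-2 gene were compared to ask how this homeodomain transcription factor regulates gene expression in alpha cells in vivo. RNA was sequenced from 4 control and 3 KO libraries. Control libraries 1 to 4 held 49112808, 48750632, 45483504 and 72456557 counts. KO libraries 1 and 2 held 55003257 and 53717640 counts, and the unnumbered KO library held 65267762. At least 1 count was found for 24153, 23692, 23150 and 31024 genes in controls 1 to 4, and for 24360, 24532 and 25873 genes in KO 1, KO 2 and the unnumbered KO library.

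Glucagon transcripts made up 12.5% ± 1.1 (SD, n = 4) of the counts in control libraries and 6.48% ± 0.799 (SD, n = 3) in KO libraries. A set of 4 genes that collect ribosomal RNA fragments (Gm42418, Gm26917, CT010467.1 and Gm23935, chosen after their values were seen) took 19.4% ± 1.72 of the control counts and 18.1% ± 3.06 of the KO counts. Mitochondrially encoded genes took 2.81% ± 0.267 and 3.60% ± 0.916. The 10 most abundant genes of each library took 37.8% ± 1.67 of the control counts and 33.0% ± 2.27 of the KO counts. No pair of libraries within a group differed by as little as sampling noise. Over 13888 genes the chi-square statistic per degree of freedom was at least 35.1 for every such pair. This argues only against 1 library having been counted again as another, and does not show that the samples are independent. All 7 libraries were used as separate samples.

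Control 4 differed from the other libraries in how its counts fell on overlapping genes. For 37 genes with at least 90% of their exons under exons of the opposite strand, the median log2 deviation of control 4 from the other 6 libraries was -4.33, and 97.3% of these genes lay more than 1 log2 unit below them. In the other libraries the median lay between -0.02 and 0.20. A second class held 337 genes whose exons lie in the body of an opposite-strand gene without exon overlap. There control 4 had a median deviation of 0.38, and 32.9% of the genes lay more than 1 log2 unit above the other libraries. The unnumbered KO library came next, with a median of 0.165 and 16% of the genes, and the remaining libraries had at most 2.7%. Among 9175 genes with no opposite-strand gene the median of control 4 was 0.05, with 9.8% of the genes above 1 log2 unit. The unnumbered KO library had 0.182 and 10.1% there. Gm42418 had 0 counts in control 4, under the floor of 3, and from 800722 to 1145110 counts in the other libraries.

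**Figure D1:**
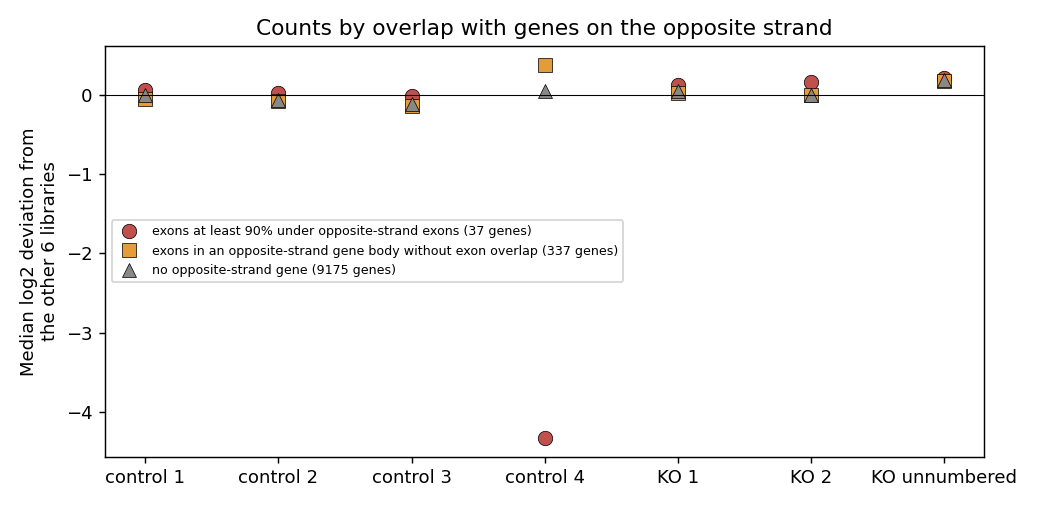
Median log2 deviation (vertical axis) of each library from the other 6 libraries, for 3 classes of genes defined by their overlap with opposite-strand genes; each point is 1 library and 1 class. The class with at least 90% of its exons under opposite-strand exons lies at -4.33 in control 4 and between -0.02 and 0.20 in the other libraries.

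The distance between the groups over the 500 most variable genes did not exceed that within them. The mean distance between libraries of different groups minus that within groups was -5.22, and 17 of the 35 splits gave a value as large (exact permutation test, one-sided p = 0.486). Without control 4 the difference was 9.66, and the exact p of 0.1 was 2 of 20 splits, the smallest p that 3 against 3 libraries can give. In a principal component analysis of the same genes, the first component held 74.7% of the variance and placed control 4 at 121 and the other 6 libraries between -25.1 and -7.6. The second component held 8.4% and placed all 4 controls at 2.0 or above and the 3 KO libraries between -22.3 and -10.9.

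Nkx2-2 (ENSMUSG00000027434, chromosome 2, 147177546 to 147194243, minus strand) was examined first, as the targeted gene. Its normalized counts were 8596, 11199, 12297 and 9782 in controls 1 to 4 and 7758, 7534 and 7694 in KO 1, KO 2 and the unnumbered KO library. The mean was 10468 ± 1618 (SD, n = 4) in controls and 7662 ± 115 (SD, n = 3) in KO libraries, and every KO library lay below every control. The log2 fold change was -0.45 (SE 0.13) with an adjusted p of 0.0218 in DESeq2, and the edgeR quasi-likelihood test gave -0.45 with an adjusted p of 0.152. The log2 fold change lay between -0.53 and -0.37 across the fits that each left out 1 of the 7 libraries. Its adjusted p rose above the threshold in 5 of these 7 fits, to 0.0879 without control 2, 0.124 without control 3, 0.156 without KO 1, 0.120 without KO 2 and 0.0695 without the unnumbered KO library. Exons of opposite-strand genes cover 9.7% of the exon length of Nkx2-2. The fall had the direction that the labels give, and the KO level was 73.2% of the control level.

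The whole-transcriptome comparison asked which genes differ between KO and control alpha cells. DESeq2 gave an adjusted p-value for 17571 genes. It gave none for 1245 genes that it set aside as count outliers, 1234 of which were farthest from the median in control 4. An adjusted p under 0.05 was found for 792 genes, 394 higher and 398 lower in KO. Of all genes with an unadjusted p, including low-count genes that independent filtering left without an adjusted p, 6.89% had one under 0.05. The median log2 fold change was 0.93 among the higher and -0.85 among the lower genes, and 341 of the 792 changed by at least 1 log2 unit. In 759 of them (95.8%) the KO and control libraries did not overlap. The calls were selected for this difference, so the share is no separate support for them. Among all genes tested it was 12.0%, against 5.71% by chance. The alternative that moved the count most was edgeR, whose quasi-likelihood test on 19310 genes called 203 (78 higher and 125 lower). DESeq2 called 202 of these 203. In simulated data of this design with 200 changed genes, 31.3% of DESeq2 calls and 6.5% of edgeR calls were false with gene-wise dispersions. With trended dispersions these shares were 22.5% and 4%. Such a share depends on how many genes change, so it is no estimate of the false share among the 792 calls. Exon overlap with an opposite-strand gene was present in 194 of the 792 genes. Without KO 1 the number of calls was 430, and leaving out any other library gave between 540 and 910.

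**Figure D2:**
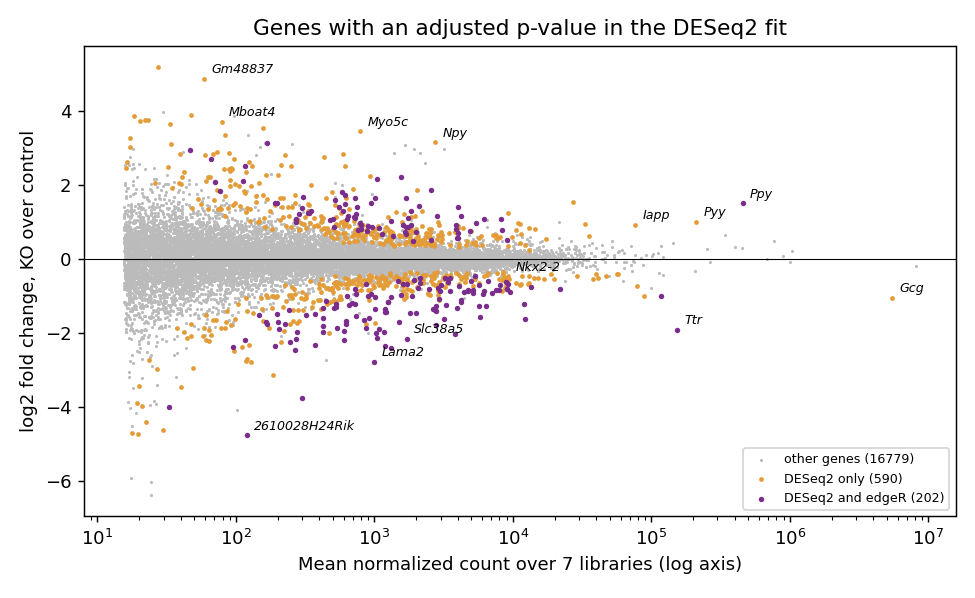
Mean normalized count over 7 libraries (horizontal, log axis) against the log2 fold change of KO over control (vertical) for the 17571 genes with an adjusted p-value in DESeq2. Grey points are genes not called, orange points are called by DESeq2 only, and purple points are the 202 genes called by DESeq2 and edgeR; 125 of the 202 lie below 0.

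The preset genes asked whether islet hormone genes and Klf4 change when Nkx2-2 is deleted in alpha cells. Of 9 genes, 4 were past the threshold over all genes tested: Gcg, Iapp, Ppy and Pyy. Adjusted over the list alone there were 5, with Ghrl as the fifth. In edgeR, Ppy alone of the 9 passed over all genes, and adjusted over the list alone the same 5 genes passed, with 0.00286 for Ppy and Pyy, 0.0139 for Gcg and Iapp and 0.0149 for Ghrl. Gcg (ENSMUSG00000000394, chromosome 2, 62474530 to 62483650) fell from 7042726 ± 855536 (SD, n = 4) to 3423114 ± 635109 (SD, n = 3) normalized counts, a log2 fold change of -1.04 (SE 0.15, adjusted p 6.76e-10 in DESeq2). The adjusted p of Gcg in edgeR was 0.175. Ppy (ENSMUSG00000017316, chromosome 11, 102099930 to 102101319), the pancreatic polypeptide gene, rose from 255710 ± 99601 to 726194 ± 96158, a log2 fold change of 1.51 (SE 0.23, adjusted p 2.52e-08 in DESeq2 and 0.0474 in edgeR). Its neighbour Pyy (ENSMUSG00000017311, chromosome 11, 102106676 to 102107832), the peptide YY gene, rose from 146824 ± 29463 to 295641 ± 48503, a log2 fold change of 1.01 (SE 0.17, adjusted p 5.94e-07 in DESeq2 and 0.0536 in edgeR). Iapp (ENSMUSG00000041681, chromosome 6, 142298423 to 142303961), the amylin gene, rose from 55204 ± 17177 to 105491 ± 22167, a log2 fold change of 0.93 (SE 0.22, adjusted p 0.00148 in DESeq2 and 0.153 in edgeR). For these 4 genes the KO and control libraries did not overlap. Gcg, Ppy and Pyy passed the DESeq2 threshold in all 7 fits that each left out 1 library. Iapp did not pass it without KO 1 (adjusted p 0.0853) or without the unnumbered KO library (0.112), nor in the 5 libraries left without the 2 deepest (0.0914).

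The remaining 5 preset genes were not past the DESeq2 threshold over all genes. Ghrl, the ghrelin gene, had normalized counts of 479, 1307, 26.1 and 171 in controls 1 to 4 and 4673, 4637 and 2323 in the KO libraries, a log2 fold change of 2.97 (SE 1.13). Its adjusted p was 0.13 over all genes and 0.0152 over the list alone in DESeq2, and 0.202 and 0.0149 in edgeR. Without control 2 the log2 fold change of Ghrl was 4.10 and its adjusted p in DESeq2 was 0.00264, and without control 3 it was 0.0498. It was 0.0225 with the acinar list as a covariate and 1.95e-06 with a Y-linked covariate. Exons of opposite-strand genes cover 15.9% of the exon length of Ghrl. Sst, the somatostatin gene, had a log2 fold change of 0.64 (adjusted p 0.513), which passed the threshold without control 2 (0.0218), without KO 2 (0.0338) and with a Y-linked covariate (3.08e-05), an alternative chosen after the data were seen. The insulin genes Ins1 and Ins2, whose reads can be shared, had log2 fold changes of 0.36 (adjusted p 0.691) and 0.34 (0.741), with overlapping libraries. Under 2 alternatives chosen after the data were seen, Ins1 and Ins2 passed the threshold. With a batch term for the 2 deepest libraries their adjusted p-values were 0.0232 and 0.0285, and with the Y-linked covariate 0.0281 and 0.0322. Klf4 had 9071 ± 1472 normalized counts in controls and 7440 ± 1367 in KO libraries, a log2 fold change of -0.29 (adjusted p 0.526), with overlapping libraries.

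**Figure D3:**
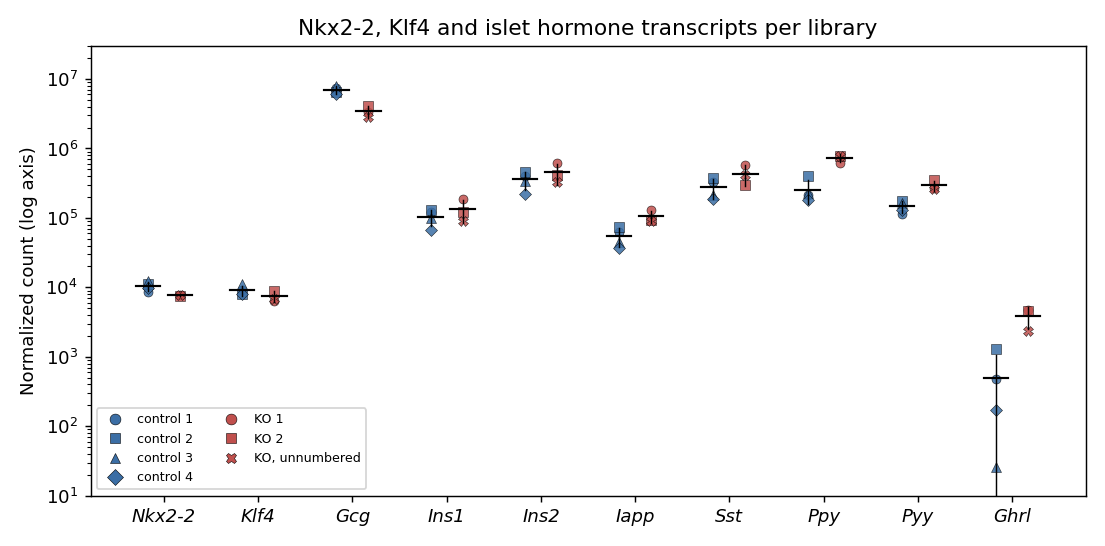
Normalized counts (vertical, log axis) of Nkx2-2, Klf4 and 8 islet hormone genes; each symbol is 1 library, with controls in blue and KO libraries in red, and the lines give the mean and SD of 4 control and 3 KO libraries. KO libraries lie below all controls for Nkx2-2 and Gcg and above all controls for Iapp, Ppy, Pyy and Ghrl.

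Gene lists asked whether markers of each islet and non-islet cell type moved together. By camera, 8 of 16 lists had an adjusted p under 0.05. Alpha cell genes were lower in KO, with a median log2 fold change of -0.72 over 10 genes (adjusted p 1.17e-18). Genes of beta cells (median 0.51, adjusted p 8.79e-08), delta cells (0.64, 1.55e-05) and gamma cells (0.53, 0.00063) were higher. So were duct cell genes (0.52, 0.0162), immediate early genes (0.27, 0.00453), unfolded protein response genes (0.14, 0.024) and proliferation genes (0.54, 0.0196). The gamma cell list held 4 genes, and Ppy (1.51) and Pyy (1.01) carried its rise, with Aqp4 at 0.05 and Sertm1 at -0.13. Under fry the alpha and gamma cell lists kept an adjusted p under 0.05 (0.0358 for both), and with an estimated correlation 0 lists did, the smallest adjusted p being 0.105. Across the fits that each left out 1 library, the alpha, beta, delta and gamma cell lists were called by camera in all 7. The lists of pan-endocrine transcription factors and Schwann cells were called in none of them, and the remaining lists came and went. Without KO 2 a total of 5 lists were called. The other 8 lists were not past the threshold. Their medians and adjusted p-values were -0.60 and 0.974 for enteroendocrine genes, -0.02 and 0.752 for pan-endocrine transcription factors, 0.06 and 0.691 for hormone processing and granule genes, -0.59 and 0.709 for acinar cells, 0.78 and 0.166 for endothelial cells, 1.34 and 0.127 for leukocytes, 0.39 and 0.273 for mesenchymal cells, and -0.13 and 0.962 for Schwann cells. Scaling to library totals moved the median of all genes by 0.10 and flipped the sign of the median in the list of pan-endocrine transcription factors alone among the 16.

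**Figure D4:**
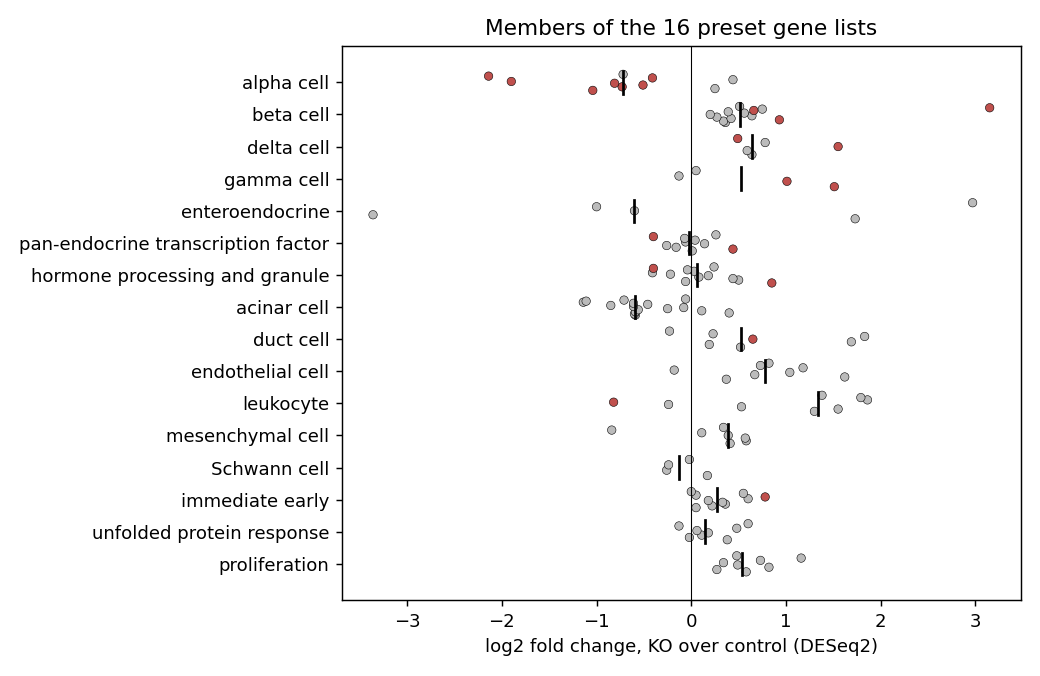
The log2 fold change of KO over control in DESeq2 (horizontal axis) for the members of 16 preset gene lists that the list tests used; each point is 1 gene, red where its adjusted p is under 0.05, and black bars are list medians. The alpha cell median lies at -0.72, and the beta, delta and gamma cell medians lie at 0.51, 0.64 and 0.53.

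Individually, 21 listed genes were past the DESeq2 threshold, 11 higher and 10 lower in KO. In the alpha cell list these included, besides Gcg, Slc38a5 (log2 fold change -2.14, adjusted p 7.1e-29), Ttr (-1.90, 5.7e-21), Irx1 (-0.73, 0.00305), Irx2 (-0.51, 0.0285) and Slc7a2 (-0.41, 0.00216). Slc38a5 fell from 2564 ± 402 (SD, n = 4) to 581 ± 110 (SD, n = 3) normalized counts, and Ttr from 224297 ± 43990 to 60222 ± 14557. Both also passed in edgeR (adjusted p 0.0024 and 0.0114) and in all 7 fits that left out 1 library. Irx1 did not pass without KO 1 (adjusted p 0.0513), nor did Slc7a2 (0.0841), and Irx2 passed in 2 of the 7 fits, with adjusted p-values of up to 0.203. Gc, also of the alpha cell list, had a log2 fold change of 0.44 (adjusted p 0.275).

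Among the other lists, Rbp4 (1.55, adjusted p 0.0127) and Ffar4 (0.49, 0.0292) of the delta cell list and Npy (3.15, 0.0291) and Glp1r (0.66, 0.0431) of the beta cell list were higher in KO. So were Isl1 (0.44, 0.0225), Pcsk1 (0.85, 0.00877), Spp1 (0.65, 0.0246) and Atf3 (0.78, 0.00198). Myt1 (-0.40, 0.0235), Ptprn2 (-0.40, 0.000377) and C1qa of the leukocyte list (-0.82, 0.0113) were lower. In edgeR none of these 11 genes had an adjusted p under 0.05, and only Atf3 and Ptprn2 passed in DESeq2 in all 7 fits that left out 1 library. Without KO 1 the adjusted p was 0.629 for Glp1r, 0.186 for Rbp4, 0.118 for Ffar4, 0.145 for Isl1, 0.194 for Pcsk1, 0.19 for Spp1, 0.265 for Myt1 and 0.0635 for C1qa. Npy received no adjusted p in 3 of the 7 fits and passed in 1, the fit without control 2, where its log2 fold change was 4.63. Of the 10 genes on the leukocyte list, 8 had a log2 fold change above 0, and 0 were called higher. The fall of C1qa therefore does not show fewer leukocytes.

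Of 724 genes eligible for the largest changes, the 5 with the highest log2 fold change were Gm48837 (4.87, adjusted p 3.39e-05), Mboat4 (3.72, 0.000184), Prtg (3.53, 3.34e-05), Myo5c (3.45, 0.0411) and Gm8893 (3.35, 0.00811). None of these passed in edgeR with all 7 libraries, where the adjusted p-values lay between 0.0846 and 0.215. The size and order of these changes rested on single control libraries. Without control 2 the log2 fold changes were 5.69 for Gm8893, 5.48 for Myo5c, 4.92 for Mboat4 and 4.72 for Prtg. Without control 4 the remaining controls of Gm48837 were all under the floor of 3 counts, so its fold change has no upper limit there, and its adjusted p in edgeR was 0.0083. Mboat4 (ENSMUSG00000071113, chromosome 8, 34115030 to 34125182) encodes the enzyme that acylates ghrelin, and rose from 12.7 ± 15.6 (SD, n = 4) to 167 ± 39.9 (SD, n = 3) normalized counts. It did not pass without control 4 (adjusted p 0.127). Gm8893 passed in 4 of the 7 fits that left out 1 library, and failed without control 4 (0.173), KO 1 (0.0982) and KO 2 (0.129). Myo5c passed in 1 of the 4 such fits that gave it an adjusted p, with 0.139 without control 1, 0.136 without control 3 and 0.0935 without control 4. Gm48837 and Prtg passed in all 7. Gm48837 (chromosome 13, 112356925 to 112367845) is annotated as antisense and Gm8893 (chromosome 12, 103817856 to 103822243) as an unprocessed pseudogene, so their counts are uncertain.

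The 5 genes with the lowest log2 fold change were 2610028H24Rik (-4.75, adjusted p 5.23e-16), F730016J06Rik (-3.73, 9.43e-14), Rgs8 (-3.12, 3.03e-05), Slc26a1 (-2.77, 0.000224) and Lama2 (-2.76, 1.51e-52). All 5 passed in all 7 fits that left out 1 library. In edgeR, 2610028H24Rik (adjusted p 0.0159), F730016J06Rik (0.0193) and Lama2 (0.000578) passed, and Rgs8 (0.102) and Slc26a1 (0.109) did not. Lama2 (ENSMUSG00000019899, chromosome 10, 26980036 to 27619758, minus strand), which encodes a laminin subunit, fell from 1567 ± 258 (SD, n = 4) to 232 ± 14.7 (SD, n = 3) normalized counts. 2610028H24Rik (chromosome 10, 76449081 to 76461110) fell from 205 ± 46.8 to 7.92 ± 6.49, with 36.6% of its exon length under opposite-strand exons, so its counts are uncertain. F730016J06Rik (chromosome 2, 28095477 to 28127731), a long intergenic RNA, fell from 493 ± 225 to 36.9 ± 20.7.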

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

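Among 47 results with 4 control values, 9 had a control library that stood apart from the other 3 by Dixon's test at the 95% level, where chance gives 2.35. Control 4 stood apart in 6 of them and control 2 in 3. All tests in this part were chosen only after the result was seen, except the test of depth and the test of whether control 2 is also low at genes lower in KO.

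In control 4 the values that stood apart were the total count of 72456557, the 31024 genes with a count, 0 counts for Gm42418, 2434132 counts for CT010467.1 (the other libraries had from 82520 to 137397), 21.8 CPM (counts scaled to the library total) in 1823 olfactory and vomeronasal receptor genes that no opposite-strand gene overlaps (the other controls had from 2.00 to 3.58), and a normalized count of 14.5 for Gm48837, an antisense gene at 2.3 or less in the other controls. Genomic DNA cannot account for the lost counts: 97.3% of 37 genes with nearly all exons under opposite-strand exons lay more than 1 log2 unit below the other libraries, and added DNA removes no counts. The same genes had a median log2 deviation of -4.33, while all other libraries stayed near 0, which is consistent with the reads of control 4 having been assigned to genes without regard to strand and dropped where 2 genes overlapped. Gm42418 and CT010467.1 may have exchanged their reads in this way, which was not tested. Loss of strand alone, with background reads equal on both strands, is argued against for the receptor genes: it can at most double their counts, and they were 6.08 times the highest other control. In these genes KO 1 had 3.11 CPM, KO 2 had 2.38 and the unnumbered KO library had 7.43. Against that library the excess of control 4 was smaller. What else added those counts, such as genomic DNA or unannotated opposite-strand transcripts, stays open, and so do the source of the extra genes with a count, where DNA and loss of strand may both have a part, and the cause of the higher total. The labels give no biological difference between control libraries, so no biological explanation was tested.

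Control 4 and the unnumbered KO library, the deepest of their groups, also deviated together from their group means (r = 0.478 across 13888 genes, which are not independent replicates). Depth as the cause is argued against by 4578 genes with a mean of at least 1000 counts, where r was 0.598. A list of 7 nuclear-retained RNAs lay 0.77 log2 units above the other libraries of the group in control 4 and 1.21 above in the unnumbered KO library, in the median, while 75 ribosomal protein genes lay at -0.42 and -0.28. This is consistent with more nuclear RNA in both libraries, from the cells or from the handling of the samples. A shared batch is not recorded in the labels and stays open.

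In control 2 the normalized counts of Npy (1833), Myo5c (491) and Gm8893 (57.8) stood above the other controls, in the direction of the KO libraries. Among genes called higher in a fit without control 2, it was the highest control at 79.4%, against 25% by chance and from 16.2% to 35.4% for the other controls in their own fits. Its median position at these genes was 37.7% of the way from the other controls to the KO libraries. Mixing of these KO libraries into control 2 is argued against by the Y-linked genes: control 2 had 0 counts in 4 genes, where the lowest KO library at that share would give 535. At genes called lower without it, control 2 was the lowest control at 58.3%, so the shift runs in both directions, consistent with a weaker form of the whole KO change in this library. RNA of another KO animal, another mix of cells in the sort or a difference between the animals stay open. The Nkx2-2 level of control 2, 11199, was the second highest of the controls.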

How the results depend on the processing

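The number of calls ranged more between tools than between scalings. Against 792 calls (394 higher, 398 lower), edgeR gave 203 (78 and 125) and the requirement of 1 log2 unit gave 341 (178 and 163). Among alternatives chosen after seeing the data, edgeR without control 4 gave 249 (105 and 144), a batch term for the 2 deepest libraries 1379 (705 and 674) and a Y-linked covariate 1200 (638 higher). Scaling to library totals gave 981 calls, 684 of them higher, a share of 69.7% against 49.7%, and moved the median of all genes by 0.10. The causes of these shifts were not tested. Without control 4 the common dispersion in edgeR fell from 0.144 to 0.076, and 190 genes were called by edgeR with and without it. TMM factors, the low-count filter, halved counts, the acinar covariate, independent filtering off, the Cook's filter off and the 5 libraries left without the 2 deepest gave from 656 to 902 calls, and genes without opposite-strand exon overlap alone gave 598 because fewer genes were tested.

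Leaving out 1 library gave from 430 (without KO 1) to 910 calls (without control 4), with 188 to 496 higher and 242 to 419 lower. The number of preset genes past the threshold ran from 3 to 6 across these fits. It was 1 in edgeR, with or without control 4, and 8 with the Y-linked covariate, against 4. Lists called by camera numbered 5 to 11 across them, against 8, with 2 under fry and 0 with an estimated correlation.

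Nkx2-2 stayed lower in KO under every alternative that included it, and the removal of genes with opposite-strand exon overlap leaves it out. Its adjusted p rose above 0.05 with library totals (-0.34, 0.0976), in edgeR (-0.45, 0.152) and in edgeR without control 4 (-0.47, 0.139). It also did so in 5 of the 7 fits without 1 library (log2 from -0.53 to -0.37), so this call depends on these choices. The separation of the groups changed sign with all filtered genes (2.71), with rank correlation (0.00294) and without each of the controls (from -17.6 to 9.66 across the 7 fits). The exact p was 0.1 without control 2 and without control 4, the smallest that 3 against 3 libraries can give, and higher in the other fits.

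The sample titles of the groups share 3 replicate numbers, but only 2 of them belong to KO columns that match a title, so the labels do not establish pairing. These same-numbered libraries deviated together with r of 0.101 and 0.199 across 13888 genes. The unnumbered KO column bears the number 4 in the table, and it deviated with control 4 with r of 0.478. The highest r between columns of different numbers was 0.294. Across the 4578 genes with a mean of at least 1000 counts, r was 0.377 and 0.229 for libraries numbered 1 and 2. There it was 0.598 for the columns numbered 4, and at most 0.349 between columns of different numbers. With the title number as a replicate block, the 4 libraries with shared numbers gave 580 calls (351 higher, 229 lower), 414 of them shared with the 792, and Nkx2-2 had -0.36 (adjusted p 0.0934). In this smaller fit Ghrl passed (0.00709) and Iapp did not (0.788), nor did Npy, Ffar4, C1qa, Prtg, Myo5c and Slc26a1 (from 0.0868 to 0.404). With the column number as a replicate block over 6 libraries, chosen after seeing the data, DESeq2 gave 1008 calls (563 higher, 445 lower), 641 of them shared with the 792, Nkx2-2 had -0.36 (adjusted p 0.0198), 5 preset genes passed, Ghrl (5.91e-06) and Iapp (0.0284) among them, Spp1 did not (0.0696), and camera called 11 lists. In edgeR this block gave 284 calls, against 65 without it in the same 6 libraries, which leave out control 3. If the column numbers mark pairs, the block would thus raise the number of calls, but what these numbers stand for is not stated.

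For the 36 other named genes, 644 of the comparisons across 22 settings kept direction and side of the threshold, 120 lost the call and 13 gained one, and 0 changed direction. In edgeR 24 of the 36 lost the call. In 16 combinations of a named gene and a setting no adjusted p was given, including genes that the opposite-strand setting leaves out. Depth limits the genes near the floor, such as Gm48837, at 0 counts in 2 controls.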

Other observations

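The tests in this part were chosen only after the results were seen.

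Of the 35 splits of the 7 libraries into 4 and 3, the real one gave the most calls in both tools: 1 of the 35 splits gave as many in DESeq2 (828 among genes with at least 10 counts in at least 3 libraries), and 1 of the 35 splits gave as many in edgeR (203). The next highest DESeq2 count was 699, for the split that sets control 1, control 4 and the unnumbered KO library apart, and the median of the 34 other splits was 6.5. In edgeR 1 other split gave any calls, 40, and it joins control 2 with the KO libraries. With a batch term for the 2 deepest libraries, control 4 and the unnumbered KO library, 784 of the 792 calls stayed past the threshold in the same direction.

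The rise of Ppy and Iapp was set against that of Ins2 to ask whether other islet cells in the KO sorts could account for it. More non-alpha islet cells of all types would raise all their hormones alike, but Ppy over Ins2 was higher in KO by 1.22 log2 units (exact permutation test, two-sided p = 0.0286, 1 of 35 splits, the smallest p this design gives). More beta cells would raise Iapp and Ins2 alike, but Iapp over Ins2 was higher by 0.62 (exact p = 0.0286). Adjusted over the ratios, each p was 0.0286. Each ratio was chosen for its size, so the p-values describe these libraries. More gamma cells, or cells that make both hormones, stay open as sources of Ppy, and so does a change inside alpha cells. For Iapp the ratio bears on beta cells only. Other islet cells that make Iapp, if any, stay open as its source, and so does a change inside alpha cells. In the KO libraries Ppy, Pyy, Npy, Ghrl and Mboat4 all lay above every control. Sertm1 and Aqp4, the other gamma cell genes of the lists, had log2 fold changes of -0.13 and 0.05 (adjusted p 0.987 and 0.999).

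Nkx2-2 transcripts fell by 0.45 on the log2 scale, to 73.2% of the control level. If only some KO cells had lost the gene and its transcript, a gene dependent on Nkx2-2 within the cell could not fall by more. This bound assumes that intact cells kept their Nkx2-2 level and that the genes compared respond within the cell. Neither was tested. The 95% interval of Nkx2-2 ran from -0.712 to -0.188, and 121 of the 398 genes called lower had intervals wholly below it, as did 75 of the 125 lower genes that edgeR also called. A candidate explanation is a transcript that remains after the deletion and is still counted. The table has no counts per exon, so this was not tested.

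The counts of sex-linked genes differed between libraries. Xist counts and the summed counts of 4 Y-linked genes were 38100 and 4 in control 1, 36067 and 0 in control 2, 4 and 6704 in control 3, and 1451 and 12238 in control 4. In KO 1, KO 2 and the unnumbered KO library they were 44381 and 1713, 24814 and 3380, and 1091 and 15305. Both kinds were thus present in control 4 and in each KO library, which is consistent with RNA of more than 1 mouse in a library. Different shares of male and female mice as the source of the calls are argued against by a Y-linked covariate, with which 706 of the 792 calls stayed past the threshold in the same direction. None of the 5 sex-linked genes was called. Their levels varied widely within both groups, with SEs from 2.01 to 2.76, so they could hardly be called and this decides nothing. Of the calls, 4.04% lay on X or Y against 3.16% of the genes tested (Fisher's exact test, two-sided p = 0.146).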
